# Construction of ceRNA and m6A-related lncRNA networks associated with anti-inflammation of AdipoAI

**DOI:** 10.3389/fimmu.2022.1051654

**Published:** 2023-01-10

**Authors:** Hongwen Yu, Hongle Wu, Qiuyan Xie, Zining Liu, Zehao Chen, Qisheng Tu, Jake Chen, Fuchun Fang, Wei Qiu

**Keywords:** AdipoAI, m6A related-lncRNA, ceRNA, lipopolysaccharide, anti-inflammation, adiponectin

## Abstract

**Background:**

Adiponectin (APN) is an endogenous adipokine secreted from adipocytes that exerts anti-inflammatory properties. AdipoAI is an orally active adiponectin receptor agonist identified by our group that can emulate APN's anti-inflammatory properties through mechanisms that are not fully understood. LncRNAs, a type of noncoding RNA more than 200 bp in length, have been demonstrated to have abundant biological functions, including in anti-inflammatory responses.

**Materials and Result:**

In the current study, we performed a lncRNA microarray in LPS-induced Raw264.7 cells that were prestimulated with AdipoAI and screened 110 DElncRNAs and 190 DEmRNAs. Enrichment analyses were conducted on total mRNAs and DEmRNAs, including GSVA, ssGSEA, GO/KEGG, GSEA, and PPI analysis. Among all these processes, endocytosis was significantly enriched. A coexpression analysis was built based on DElncRNAs and DEmRNAs. Then, using TargetScan and miRwalk to predict related microRNAs of DElncRNAs and DEmRNAs, respectively, we established competing endogenous RNA (ceRNA) networks including 54 mRNAs from 8 GO items. Furthermore, 33 m6A methylation-related marker genes were obtained from a previous study and used for the construction of an m6A-related lncRNA network by coexpression analysis. We identified FTO as the hub gene of the network and 14 lncRNAs that interacted with it. The expression levels of 10 lncRNAs selected from ceRNA and FTO-related lncRNA networks were validated with qRT‒PCR. Finally, macrophage phenotype scores showed that AdipoAI could attenuate the M2b and M2c polarization of macrophages and correlate with the above lncRNAs.

**Conclusion:**

Our work reveals that lncRNAs might be involved in the anti-inflammation process of AdipoAI in LPS-induced macrophages through the ceRNA network and the epigenetic regulation of m6A. Mechanistically, these lncRNAs associated with AdipoAI might be related to endocytosis and polarization in macrophages and provide new candidates for the anti-inflammatory application of APN and its receptor agonist.

## 1 Introduction

Inflammation is an adaptive response triggered by noxious substances and tipped balances, such as infections and injuries (1). Thus, it contributes to two-phase responses, including defending against invading pathogens and provoking pathological processes (2). LPS, a potent inducer of inflammation, contributes to the occurrence of the inflammatory response by activating macrophages and inducing a series of substances, including proinflammatory cytokines and vasoactive mediators (3). Emerging evidence has emphasized that uncontrolled production of proinflammatory cytokines may affect homeostasis and lead to serious consequences, such as septic shock (4). That is, precise tuning of pro- and anti-inflammatory mediators is pivotal for inner homeostasis maintenance.

Adiponectin (APN), an endogenous secretory protein produced by white adipose tissue (5), stimulates downstream signals and is involved in various physical functions, such as improving energy utilization and insulin sensitivity (6). Additionally, APN has been reported to have profound anti-inflammatory effects in numerous diseases, such as type 2 diabetes and periodontitis (7). Specifically, studies indicate that macrophages are the primary target of APN in the anti-inflammation process since it can modulate macrophage functions and inhibit the activation of TLR4 (8–10). However, the requirement of a high dosage of intravenous injection for a constant period as well as the technology scarcity to produce APN proteins on a large scale and with sufficiently high quality act as obstacles for putting APN into clinical practice (11). To address this scarcity, AdipoRon, the first adiponectin receptor agonist, was designed by the University of Tokyo and serves as an orally active small molecule with antidiabetic properties (12). Inspired by it, our previous study also designed a potent adiponectin receptor agonist named AdipoAI, which was proven to inhibit the LPS-induced inflammatory response in macrophages by moderating the interaction between APPL1 and the MyD88 protein (13). As a structural analogue of AdipoRon, AdipoAI showed similar characteristics of orally active acetamide small molecule compound. Interestingly, we found that AdipoAI exerted an approximately eightfold greater than AdipoRon to inhibit the gene expression of inflammatory cytokines in macrophages.

Recently, as sequencing technology has continued to evolve, an upsurge of research on noncoding RNA has appeared in various fields. LncRNAs are collectively classified as noncoding RNAs >200 nucleotides in length (14) and have been shown to play essential roles in multiple physiological activities and pathological processes, including cell differentiation, tissue organ development, and cancer metastasis (15–19). Moreover, numerous reports have shown that lncRNAs involved in such signaling pathways, including NF-kB, MAPK or TLR-related pathways, participate in regulating the inflammatory response of macrophages (20). Attention should be given to competing endogenous RNA (ceRNA) and N6-methyladenosine (m6A) methylation owing to the ceRNA network uncovering the links between mRNAs and ncRNAs (21), while m6A RNA modification serves as a major regulator for RNAs, elucidating the relationship between m6A-related RNA and others (22). Overall, ceRNA and m6A networks are regarded as an important step in discovering the molecular mechanism of lncRNAs in inflammatory homeostasis. Thus, exploring the role of lncRNAs in inflammatory homeostasis could provide novel mechanistic ideas regarding their cointeractions with other molecules.

In the current study, we aimed to further investigate whether lncRNAs contribute to the anti-inflammatory effect of AdipoAI or APN in LPS-induced macrophages. Therefore, we conducted a lncRNA microarray in LPS-induced Raw264.7 cells pretreated with AdipoAI and performed a series of bioinformatics analyses to explore the potential signaling pathways and underlying mechanisms involved in ceRNA- and m6A-related lncRNA networks. Finally, we identified and validated ten ceRNA- and m6A-related lncRNAs, which may provide new therapeutic targets for the anti-inflammatory effects of APN and its receptor agonist.

## 2 Materials and methods

### 2.1 LncRNA microarray resources and process

Raw264.7 cells were stimulated with AdipoAI for 24 h followed by incubation with 100 ng/ml LPS (E. coli 0111: B4, Sigma‒Aldrich, St. Louis, MO, USA) for an additional 6 h. Detailed information of the four groups is shown in the figure legends. Total RNA was extracted from cells, and 5 μg of total RNA from each sample was sent to Arraystar Inc. (Rockville, MD, USA) for microarray analysis. Image processing and data extraction and analysis were also performed by Arraystar Inc. Using their established protocols. Total data from 12 samples were divided into four groups: DMSO, LPS, AdipoAI and LPS+AdipoAI. Then, raw signal intensities were normalized using the quantile method provided by GeneSpring GX v12.1, while low-intensity mRNAs and lncRNAs were filtered. Multiple probes corresponding to the same gene were screened and selected randomly to remove duplications. Then, box plots were constructed by factoextra, and the FactoMineR R package was applied for principal component analysis (PCA) to assess data quality.

### 2.2 Gene set variation analysis and macrophage phenotype ssGSEA

Gene set variation analysis (GSVA) is a method that estimates the variation in pathway activity over a sample population in an unsupervised manner (23). Enriched pathways of total mRNAs extracted from 12 samples were analyzed by the GSVA R package, while “c2.cp.v7.5.1.symbols.gmt” was used as the molecular signatures’ dataset. Subsequently, GSVA scores were displayed by heatmap using the pheatmap R package, and a score matrix was formed. According to the matrix and the threshold of P value<0.05 and |log2 FC (fold change) |≥1.5, the R package limma was used to select differentially expressed pathways among three pairs of samples: DMSO vs. LPS, LPS vs. LPS+AdipoAI, and DMSO vs. AdipoAI. The EnhancedVolcano R package was used for visualization. Furthermore, common pathways among the 3 pairs were identified through a Venn plot created by the EnhancedVolcano R package, and the GSVA scores of each common pathway were shown by a heatmap generated using the pheatmap R package.

To discover the role of AdipoAI in the regulation of macrophage polarization, a gene set, including a series of macrophage phenotype markers, was obtained from a previous study (24) and is displayed in **Table 1**. After that, the GSVA R package was applied to the gene set for single-sample gene set enrichment analysis (ssGSEA) and normalization, and the scores were revealed by heatmap using the pheatmap R package.

**Table 1:** Macrophage phenotype-related genes.

Macrophage Type	M1	M2a	M2b	M2c	M2d (TAM)
**Related Genes**	TNF	IL-10	IL-10	IL-10	IL-10
	IL-1	TGFB1	IL1B	TGFB1	VEGF
	IL-6	CD206	IL-6	CD163	CD206
	IL-12	CD36	TNF	TLR1	CD204
	IL-23	IL1Ra	CD86	TLR8	CD163
	CD80	CD163	CIITA2	ARG1	ARG1
	CD86	ARG1	ARG1	GS	IDO
	CIITA	CARKL	CARKL	STAT3	STAT1
	MHC-II	STAT6	STAT3	STAT6	IRF3
	iNOS	GATA3	IRF4	IRF4	NFKB1
	PFKFB3	SOCS1	NFKB1	NFKB1	
	PKM2	PPARG			
	ACOD1				
	NFKB1				
	STAT1				
	STAT3				
	IRF-4				
	HIF1A				
	AP1				

### 2.3 Differential expression analysis

Limma is an R software package that provides differential expression analysis for microarray and high-throughput PCR data (25). DEmRNAs and DElncRNAs with a P value<0.05 and |log2 FC (fold change) |≥1.5 as thresholds were selected by the limma package from three pairs of RNA data from total samples: DMSO vs. LPS, LPS vs. LPS+AdipoAI, and DMSO vs. AdipoAI. Furthermore, specific groups of DEmRNAs and DElncRNAs were screened out for investigation of AdipoAI-related potential pathways: upregulated in DMSO vs. LPS while downregulated in both LPS vs. LPS+AdipoAI and DMSO vs. AdipoAI; and downregulated in DMSO vs. LPS while upregulated in both LPS vs. LPS+AdipoAI and DMSO vs. AdipoAI. For visualization, the EnhancedVolcano R package was used to create volcano plots for the three pairs mentioned in the limma analysis. Second, disparities of different subgroups were shown in UpSet plots through the UpSetR R package, and the expression levels of selected DERNAs were revealed by circular heatmap by constructing the circlize R package.

### 2.4 Bioinformatics for DEmRNAs

***Functional enrichment and pathway analysis:*** Using the ClusterProfiler package and choosing an adjusted P value < 0.05 as the cut-off value and molecular function (MF) as the annotation, we performed GO analysis to DEmRNAs selected as two groups: upregulated in DMSO vs. LPS while downregulated in both LPS+AdipoAI and DMSO vs. AdipoAI; and downregulated in DMSO vs. LPS while upregulated in both LPS+AdipoAI and DMSO vs. AdipoAI. Meanwhile, KEGG analysis was performed on the DEmRNAs, and the cut-off value was set as an adjusted P value < 0.5. Finally, the results are shown in bubble diagrams created by the clusterprofile R package, and a chord diagram was plotted to show mRNAs in each pathway using the circlize R package at the same time.

***Gene set enrichment analysis:*** Gene set enrichment analysis (GSEA) is a type of analytical method for interpreting gene expression data and revealing biological pathways in common among microarray datasets (26). Using c2.cp.reactome.v7.5.1. symbols and c2.cp.kegg.v7.5.1.symbols gene sets as the background and GSEA_4.2.1 software as a tool, GSEA was performed on DEmRNAs that were divided into 3 pairs: DMSO vs. LPS; DMSO vs. AdipoAI; and LPS vs. LPS+AdipoAI.

***Construction of the Protein‒Protein Interaction (PPI) Network:*** To explore the interactions of mRNAs and inner biological mechanisms, a PPI network including 190 selected DEmRNAs was constructed by using the string database (https://cn.string-db.org/) as the background and confidence > 0.7 as the cut-off value.

### 2.5 Coexpression analysis for DEmRNAs-DElncRNAs and construction of the ceRNA network

First, to reveal the interactions between DElncRNAs and DEmRNAs, coexpression analysis was performed by the psych R package. Relevance > 0.97 and p value < 0.001 were set as the thresholds, and the ggcorrplot R package was used for visualization. Second, Cytoscape 3.9.0 was used to build the coexpression network, which was screened by Cytoscape 3.9.0 for hub genes. Since hub genes are critical in regulating networks, we chose the network with the maximum number of hubs for enrichment analyses. Thus, Gluego and GO/KEGG analyses were performed by Cytoscape 3.9.0 and Metascape (https://metascape.org/gp/index.html#/main/step1), respectively. Third, DEmRNAs and DElncRNAs in each enriched pathway were summarized for miRNA-bound DEmRNAs or DElncRNAs. TargetScan 7.2 (https://www.targetscan.org/mmu_72/) was used to predict miRNA-bound DElncRNAs, and MirWalk (http://mirwalk.umm.uni-heidelberg.de/search_genes/) was used to predict miRNA-bound DEmRNAs. Fourth, the identified coexpressed competing triplets were used to build a DEmRNA-miRNA-DElncRNA network, which was visualized by Cytoscape 3.9.0.

### 2.6 Construction of m6A-related DElncRNA networks based on coexpression analysis

To explore the relationship between m6A methylation and AdipoAI functions, m6A-related DElncRNA networks were established. First, according to previous publications (27–29), a total of 33 m6A mRNA methylation regulators (ALKBH3, ALKBH5, CBLL1, CPSF6, FMR1NB, FTO, HNRNPA2B1, IGF2BP1, IGF2BP3, IGFBP3, LRPPRC, METTL14, METTL16, METTL3, NUDT21, NXF1, PCIF1, PRRC2A, RBM15, RBM15B, RBMX, SRSF10, SRSF3, TRMT112, WTAP, XRN1, YTHDC1, YTHDC2, YTHDF1, YTHDF2, YTHDF3, ZC3H13, and ZCCHC4) were obtained and used for coexpression analysis with 110 DElncRNAs. We set the threshold as p value < 0.01 and relevance > 0.95, used the psych R package as a tool and created heatmaps by the ggcorrplot package for visualization. DElncRNAs and m6A regulator mRNAs that had interaction relationships were screened out for subsequent coexpression analysis with DEmRNAs based on Spearman analysis. Third, the m6A-related DElncRNA network was built based on DEmRNA-DElncRNA and DEmRNA-m6A regulator mRNA two-tuples by Cytoscape 3.9.0. Radar plots were used to display the expression of the m6A regulator FTO by the ggradar and ggplot2 R packages. Finally, all mRNAs from the network were summarized for GO/KEGG analysis by Metascape.

### 2.7 Validation

We selected 5 lncRNAs from the m6A-related network based on connectivity and 5 lncRNAs from 8 GO items enriched in ceRNA networks. First, a boxplot was used to reveal the expression levels of selected lncRNAs from four subgroups by the pheatmap and ggplot2 R packages. Then, the vegan package was used for the mantle order test, which is detailed in the following processes.

Total cellular RNA was extracted using a Quick-RNA Miniprep Kit (ZYMO Research, Irvine, CA, USA), and total RNA from mouse tissues was prepared with TRIzol (Life Technologies) according to the manufacturer’s instructions followed by reverse transcription and real-time quantitative polymerase chain reaction (qRT‒PCR) assays, as we described previously (L. Zhang et al., 2014). One microgram of total RNA was used for reverse transcription using M-MLV Reverse Transcriptase (Thermo Scientific, Waltham, MA, USA) according to the manufacturer’s protocol and was detected using PowerUp SYBR Green Master Mix (Thermo Scientific) on a Bio-Rad iQ5 thermal cycler (Bio-Rad Laboratories, Hercules, CA, USA). Differences in expression were evaluated by the comparative cycle threshold method using GAPDH or β-actin as a control. The primer sequences chosen for the qRT‒PCR experiments are listed in **Table 2**. Finally, Prism 8.0.2 was used to reveal the selected lncRNA expression levels by bar chart.

**Table 2:** Primer sequences chosen for the qRT‒PCR experiments.

lncRNA		Sequence (5’->3’)
	Forward primer	GGCAGCACAGGAATTTGCAG
**AK085671**	Reverse primer	TAGACACCAGAGGTTCGCCA
	Forward primer	ATAGACGCAGACCCGATTGT
**GM20632**	Reverse primer	AAATGAAGCCACCGAGCAC
	Forward primer	AGCTGCTGCTGGCTTCTTAT
**AK138558**	Reverse primer	TCTGAAACTGCTGTGAGCGA
	Forward primer	GGAGCAGCATGACCTGATGT
**PEG13**	Reverse primer	TGAGGCACCCAAGTGGAATC
	Forward primer	GCACTTCAGCGTCAAGAAGTC
**AK054221**	Reverse primer	CCCTCTCCAGTCTAGGTGTT
	Forward primer	GGCCCTGAATGGAGTAACCT
**LSS**	Reverse primer	ACCCAAGCATGAGCTACAGAA
	Forward primer	TTTCGTGGTAGCTCCTTGGTC
**NUPR1**	Reverse primer	GTGTGAGGTTAGGACAGGCA
	Forward primer	CCCGAAGCGACATTAACTGC
**CTSC**	Reverse primer	AGAGCCTCTCAACAGACGAT
	Forward primer	TGGACTGTGGGGAGTGATAGTA
**MS4A6B**	Reverse primer	ACAATTCTGGCAGGTGTGAATG
	Forward primer	ACCATGTCTGGTTGTGCAGC
**PSMB8**	Reverse primer	GACATAGGCCACCCACCTT
	Forward primer	AGGTCGGTGTGAACGGATTTG
**GADPH**	Reverse primer	TGTAGACCATGTAGTTGAGGTCA

### 2.8 Statistical analysis

The qRT-PCR data were processed with GraphPad Prism software version 8.0.1 (San Diego, CA, USA) and the mean ± standard deviation (mean ± SD) is presented for the quantitative data. Data involving more than two groups were assessed by one-way analysis of variance (ANOVA) and the level of significance was set at P-value < 0.05. The statistical analyses of microarray were performed using R software (Version 4.1.2, httpswww.r-project.org/).

## 3 Results

### 3.1 LncRNA microarray

**Figure 1** displays a schematic of the workflow of the current study. 

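RNA from RAW264.7 cells, a mouse macrophage line, was hybridised to 12 1-colour arrays that carry probes for mouse lncRNAs and mRNAs, with 3 arrays each for DMSO, LPS, AdipoAI and AdipoAI+LPS. LPS is a bacterial lipopolysaccharide that activates macrophages, and AdipoAI is a small molecule that acts on adiponectin receptors. The AdipoAI+LPS cells had AdipoAI for 24 h and then 100 ng/ml LPS for 6 h. The labels give 24 h for DMSO and for AdipoAI, and 6 h of LPS with no time before it for the LPS cells. Whether those cells had vehicle first is not stated, so a difference in handling stays open in comparisons with LPS cells. The deposited scanner files give an intensity for each spot, background-subtracted by the scanner software and not normalized between arrays. Each array held 62939 spots. Apart from 1439 control spots and 300 spots of 15 probes named as negative, these made up 60915 probes, of which 221 were left out because a spot was flagged as an outlier on an array. The log2 intensities were quantile normalized, a probe was kept when the scanner software called it well above background on at least 3 of the 12 arrays, and the 4 groups were fitted together with limma. Between 29298 and 32969 probes per array were well above background, with a median of 31902 in DMSO, 31127 in LPS, 29821 in AdipoAI and 31205 in AdipoAI+LPS. No spot was saturated. With 3 arrays per group, the number of arrays limits the precision of each value. Nearly all probes carry only the array maker's identifiers, so lncRNAs and mRNAs were counted together, and each count is of probes. Probes whose names mark them as lincRNAs were also counted apart. The arrays were scanned in 2 batches. The first scan held the DMSO and LPS arrays and 2 AdipoAI arrays, and the second held AdipoAI replicate 3 and the AdipoAI+LPS arrays. The comparison of AdipoAI+LPS with LPS therefore lies between the scans, and the AdipoAI group alone has arrays in both. The scan was entered as a block in an alternative fit.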

Total RNA of cells in 12 samples was extracted for microarray analysis and divided into four groups. After normalization, we obtained 16553 lncRNAs and 13342 mRNAs. 

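Of the 60694 probes left after the outlier flags, 25285 were well above background on all 12 arrays, 8407 on 3 to 11 arrays and 4885 on 1 or 2, while 22117 were so on none. The filter kept 33692 probes, among them 400 of the 1827 probes whose names mark lincRNAs. The authors' processed values of the same arrays, held in the series table, matched 60598 of these probes, and across probes each array's values there had a Pearson r of 0.992 or more with its quantile-normalized log2 intensity.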

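Across the 33692 probes, the Pearson r of log2 intensity was between 0.983 and 0.992 for the 12 pairs of arrays of the same group and between 0.927 and 0.984 for the 54 pairs of different groups, so that the ranges overlapped slightly. The lowest r within a group was between AdipoAI+LPS arrays. The first principal component held 57.3% of the variance and the second 17.5%. On the first component the group means were -97.9 ± 2.2 (SD, n = 3) for DMSO, -72.2 ± 3.6 (SD, n = 3) for AdipoAI, 82.9 ± 3.5 (SD, n = 3) for AdipoAI+LPS and 87.2 ± 4.9 (SD, n = 3) for LPS. The second component parted the arrays with AdipoAI, at -43.9 ± 17.0 (SD, n = 3) alone and -46.6 ± 22.1 (SD, n = 3) with LPS, from DMSO at 38.6 ± 12.2 (SD, n = 3) and LPS at 51.9 ± 5.3 (SD, n = 3). AdipoAI replicate 3, scanned with the AdipoAI+LPS arrays, lay at -68.1 on the first component and the other AdipoAI arrays at -74.1 and -74.5. On the second component it lay at -59.9 and the others at -46.0 and -26.0. It stood apart from them on the third, which held 5.09% of the variance, at -34.1 against 2.3 and 15.6. The AdipoAI+LPS arrays lay there at -40.4, 43.1 and 44.5.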

Box plots and principal component analysis (PCA) results displayed excellent data quality in **Supplementary Figure 1**.

**Figure 1:**
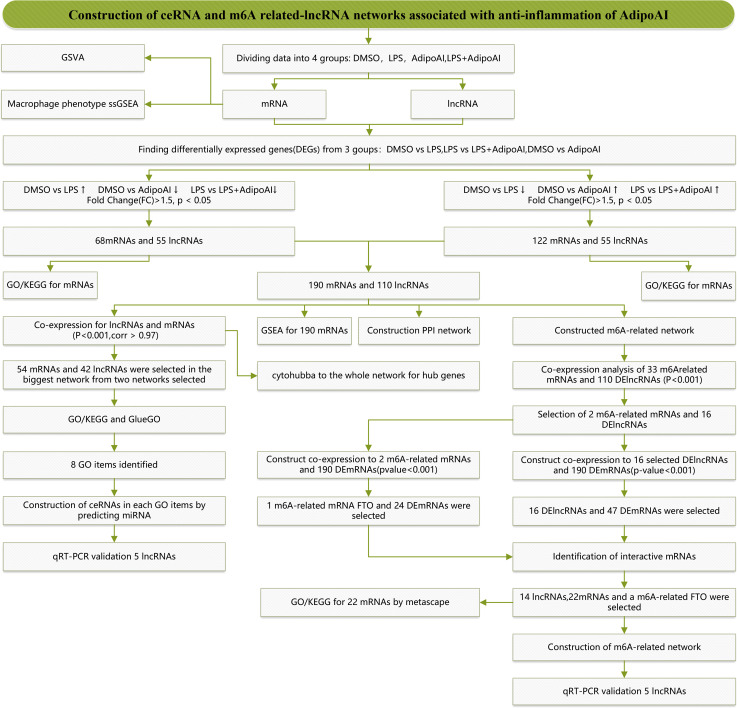
Study flow chart.

### 3.2 GSVA analysis and macrophage phenotype ssGSEA

GSVA was performed on mRNAs from 12 samples, and 928 related pathways were enriched, while a heatmap revealed the scores in **Supplementary Figure 2**. The limma R package was used to identify differentially expressed pathways in the three groups, and the results are shown in **Supplementary Figure 3**. After that, intersection pathways among these groups were selected and are shown in **Figure 2A**. Six pathways were identified as the intersection of the three groups, and their GSVA scores are shown in **Figure 2B**. Furthermore, to explore the changes in macrophage phenotypes in each group, ssGSEA was conducted and found that AdipoAI could effectively reduce the LPS-induced phenotypic changes of macrophages from the M2b type to the M2c type (**Figure 2C**).

**Figure 2:**
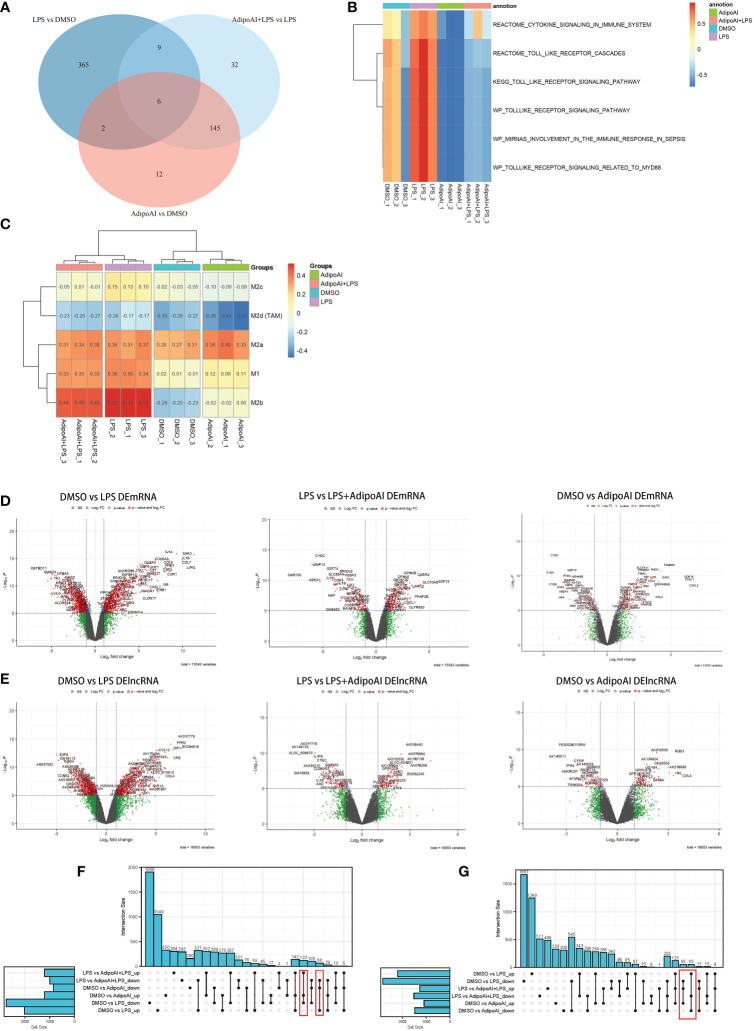
GSVA, macrophage phenotype ssGSEA and differential analysis. **(A)** Venn plot of pathways between three groups: DMSO vs. LPS, DMSO vs. AdipoAI and LPS vs. AdipoAI+LPS in GSVA. **(B)** Heatmap of GSVA scores in 12 samples. **(C)** Heatmap of macrophage phenotype ssGSEA scores in 12 samples. **(D)** Volcano plot for the mRNA differential analysis results. **(E)** Volcano plot for the lncRNA differential analysis results. **(F, G)** UpSet plots for the differentially expressed genes of **(F)** DEmRNAs or **(G)** DElncRNAs.

### 3.3 Identification of 190 DEmRNAs and 110 DElncRNAs

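At the threshold of the methods text, an unadjusted p under 0.05 and a log2 fold change of at least 1.5 in size, limma called 3299 of the 33692 probes in DMSO vs. LPS, 1669 higher and 1630 lower with LPS. In DMSO vs. AdipoAI 612 probes passed, 361 higher and 251 lower, and in LPS vs. AdipoAI+LPS 820 passed, 449 higher and 371 lower. After Benjamini-Hochberg adjustment and without a limit on the fold change, 12969 probes (38.5%) had an adjusted p under 0.05 in DMSO vs. LPS, 4870 (14.5%) in DMSO vs. AdipoAI and 5761 (17.1%) in LPS vs. AdipoAI+LPS. The median standard error of a log2 fold change was 0.187. Among the 400 lincRNA-named probes, 27 passed the threshold of the methods text in DMSO vs. LPS, 11 in DMSO vs. AdipoAI and 6 in LPS vs. AdipoAI+LPS. At the threshold printed in Fig. 1, a fold change over 1.5, 11154, 5348 and 5859 of all 33692 probes passed in turn. With the scan as a block, LPS vs. AdipoAI+LPS had 1081 probes at the threshold of the methods text and 1041 at an adjusted p under 0.05, with a median standard error of 0.327. Of the 820 probes called without the block at the threshold of the methods text, 531 were called with it. In simulated data the block raised the share of unchanged probes called at that threshold from 0.0926% to 0.761%.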

To discover the molecular mechanism of the AdipoAI-related anti-inflammatory effect, the limma package was used to identify DEmRNAs and DElncRNAs related to AdipoAI. A volcano plot **(** **Figures 2D, E** **)** was used to show the results between the 3 subgroups. 

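The log2 fold changes reached 12.04 and -6.81 in DMSO vs. LPS, 6.80 and -4.47 in DMSO vs. AdipoAI, and 6.36 and -7.63 in LPS vs. AdipoAI+LPS. Among probes well above background on every LPS and AdipoAI+LPS array, ASMM10P039480 rose most in LPS vs. AdipoAI+LPS, from 6.88 ± 0.36 (SD, n = 3) to 13.24 ± 0.17 (SD, n = 3) on the log2 scale, a change of 6.36 (standard error 0.28, adjusted p = 3.34e-07 by limma). Its change in DMSO vs. AdipoAI was 6.42 (adjusted p = 5.68e-07 by limma). Among the probes that fell was ASMM10P027093, from 10.76 ± 0.25 (SD, n = 3) to 5.02 ± 0.28 (SD, n = 3), a change of -5.73 (standard error 0.24, adjusted p = 2.29e-07 by limma). That probe had a change of 2.77 in DMSO vs. LPS and of -3.41 in DMSO vs. AdipoAI. With each array left out in turn, the change of ASMM10P039480 in LPS vs. AdipoAI+LPS stayed between 6.20 and 6.54 and that of ASMM10P027093 between -5.86 and -5.60. With the scan as a block they were 6.15 and -4.93, and ASMM10P028071, at -5.24 without the block and -5.18 with it, then fell more than ASMM10P027093. The files do not pair either identifier with a gene.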

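At the Fig. 1 threshold, 2336 probes passed in both DMSO vs. AdipoAI and LPS vs. AdipoAI+LPS, 2227 of them (95.3%) in the same direction, 1159 up and 1068 down, and 109 in opposite directions. Across all probes the log2 fold changes of these comparisons, which share no array, had a Pearson r of 0.55. Probes are not independent replicates, and AdipoAI groups simulated without an effect gave an r between -0.03 and 0.03 in 100 draws. Their noise was drawn independently for each probe. Real arrays of different groups and replicate numbers deviated together from their group means, with an r from -0.33 to 0.34, so the simulated range may be too narrow. When the AdipoAI label was redrawn among the arrays with LPS and among those without, the r of other splits reached 0.49, with a median of 0.03. The AdipoAI arrays of the first scan alone, set against DMSO, gave an r of 0.51 with LPS vs. AdipoAI+LPS. Without the filter on dim probes the r of all arrays was 0.41.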

Upset plots created by UpSetR R package are shown in **Figures 2F, G** to describe the intersecting lncRNAs and mRNAs between different groups. 

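Probes higher in LPS than in DMSO and lower in both comparisons with AdipoAI numbered 149 at the Fig. 1 threshold and 15 at that of the methods text. With a Benjamini-Hochberg adjusted p in place of the unadjusted one, 110 probes were in this set at the Fig. 1 fold change. The count of 149 became 138 with the scan as a block, and lay between 126 and 183 with each array left out in turn. With normexp background correction of the median signal it was 50.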

Fifty-five DElncRNAs and 68 DEmRNAs were identified as the first group that were upregulated in DMSO vs. LPS but downregulated in both LPS vs. LPS+AdipoAI and DMSO vs. AdipoAI. 

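In the reverse set, lower in LPS than in DMSO and higher in both comparisons with AdipoAI, there were 219 probes at the Fig. 1 threshold and 14 at that of the methods text. With adjusted p, the set held 183 probes. Leaving out each array in turn gave 210 to 229 probes, the scan as a block gave 206, and normexp gave 84. Of this set 1 probe was lincRNA-named, and the first set held none.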

Simultaneously, 55 DElncRNAs and 122 DEmRNAs were identified as the second group, which was downregulated in DMSO vs. LPS but upregulated in both LPS vs. LPS+AdipoAI and DMSO vs. AdipoAI. Ultimately, 110 DElncRNAs and 190 DEmRNAs were identified and selected for subsequent processes. In addition, a circular heatmap created by the circlize R package **(** **Figures 3A, B** **)** was used to show the expression levels of 110 DElncRNAs and 190 DEmRNAs in 12 samples.

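The opposed sets together held 368 probes at the Fig. 1 threshold and 29 at the threshold of the methods text. Both AdipoAI comparisons share arrays with DMSO vs. LPS, so AdipoAI groups without an effect were simulated around the same DMSO and LPS means. Their noise was drawn independently for each probe. In 100 draws they gave between 1 and 15 probes in the opposed sets at the Fig. 1 threshold and at most 1 at that of the methods text. Such groups have few AdipoAI calls, so this shows that the sets need an effect of AdipoAI, not that it opposes LPS. At the Fig. 1 threshold 314 further probes were higher in all 3 comparisons and 389 were lower in all 3.
To set these sizes against the number of calls in each comparison, the pairs of AdipoAI calls were shuffled 1000 times among probes of like mean signal and spread, keeping the LPS calls in place. The shuffles gave a median of 162 probes (125 to 199) for the set up with LPS and down with AdipoAI and 223 (175 to 266) for the reverse set. For the probes that moved the same way in all 3 comparisons they gave 177 (141 to 213) up and 203 (166 to 247) down. The comparison with the shuffles depends on the setting. At the threshold of the methods text they gave at most 25 probes in the opposed sets together, with a median of 11, fewer than the 29 observed. With the scan as a block, 1 of the 1000 shuffles reached the 344 opposed probes observed at the Fig. 1 threshold, against a median of 297. The excess was less clear for the reverse set alone. At the threshold of the methods text 19 of 1000 shuffles reached its 14 probes, and with the scan as a block 59 reached its 206. For the set up with LPS and down with AdipoAI, 0 reached 15 probes and 3 reached 138 in turn. In both settings the same-direction sets exceeded every shuffle too, with 39 probes against at most 26 and 483 against at most 352. An excess over the shuffles was therefore not particular to the opposed sets. Scaling to the 75th percentile or normexp gave no excess of opposed probes at the Fig. 1 threshold. With probes well above background on all 12 arrays, the 237 opposed probes lay below the lowest shuffle, 247. From the direction of change in the 3 comparisons, the paper selects the opposed DElncRNAs and DEmRNAs as those related to the action of AdipoAI and takes them to its enrichment and network analyses.

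**Figure D1:**
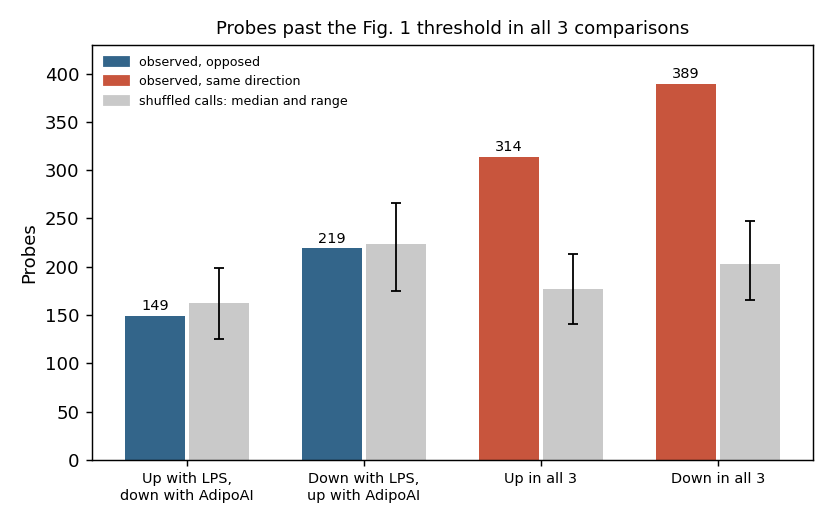
Number of probes (vertical axis) past the Fig. 1 threshold in all 3 comparisons, by direction (horizontal axis). Coloured bars are the observed counts, and grey bars with whiskers are the median, lowest and highest count over 1000 shuffles of the AdipoAI calls, without the scan as a block: at this threshold the opposed sets of 149 and 219 lie within the shuffled ranges, and the same-direction sets of 314 and 389 lie above them.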

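Over the 149 probes up with LPS and down with AdipoAI, the mean log2 intensity relative to DMSO was 2.50 ± 0.063 (SD, n = 3) in LPS, -1.31 ± 0.086 (SD, n = 3) in AdipoAI and 1.02 ± 0.029 (SD, n = 3) in AdipoAI+LPS. Over the 219 probes of the reverse set it was -1.37 ± 0.029 (SD, n = 3) in LPS, 1.09 ± 0.051 (SD, n = 3) in AdipoAI and 0.23 ± 0.064 (SD, n = 3) in AdipoAI+LPS. Each of these means differed from that of DMSO by more than the spread between arrays, and the sets were chosen for such differences. For the median probe the change in LPS vs. AdipoAI+LPS was opposite in sign and 75% of the size of the LPS change in the first set, and 114% in the reverse set. In 52 of the 149 probes and 133 of the 219 the AdipoAI+LPS mean lay beyond that of DMSO. Of the probes, 88 in the first set and 148 in the reverse set were well above background on all 12 arrays.

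**Figure D2:**
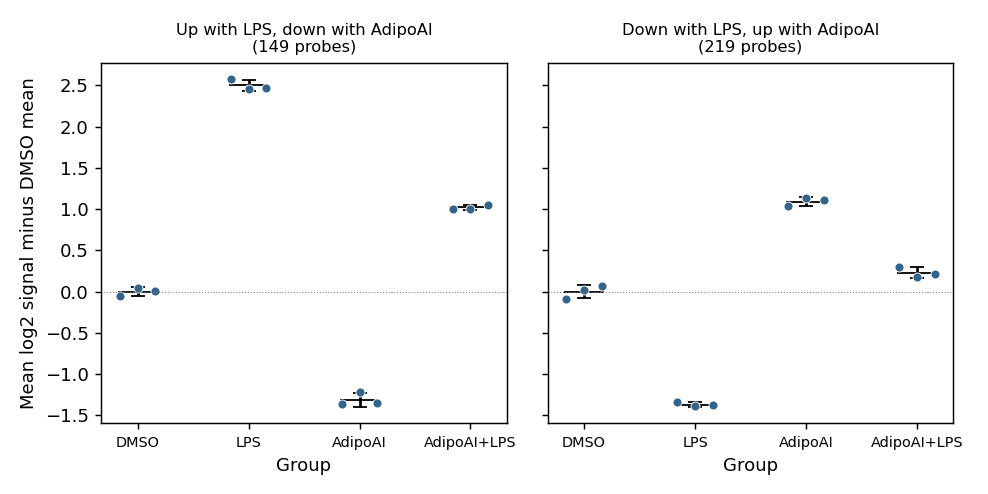
Mean log2 intensity minus the DMSO mean (vertical axis) over the probes of each opposed set, by group (horizontal axis). Points are arrays, and bars with whiskers are the group mean and SD of 3 arrays: AdipoAI+LPS lies between DMSO and LPS at 1.02 in the left panel and above DMSO at 0.23 in the right panel.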

**Figure 3:**
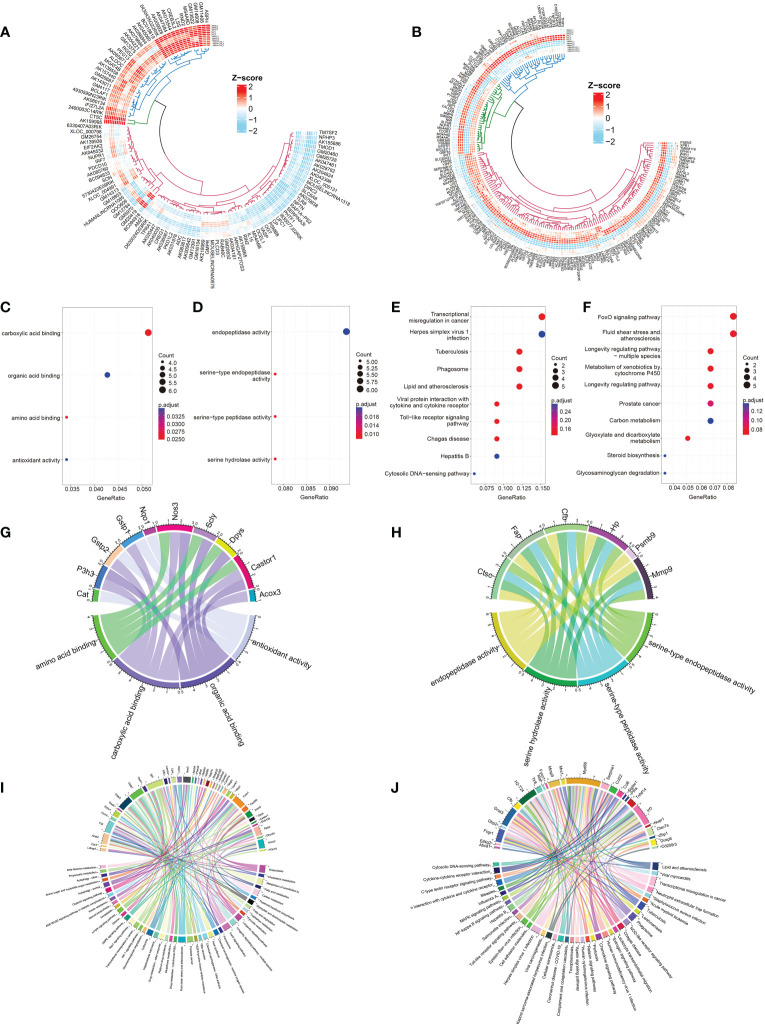
Identification and selection of 190 DEmRNAs/110 DElncRNAs and enrichment analysis of the two groups of DEmRNAs. **(A, B)** Circular heatmaps show the common differentially expressed genes among the three groups (LPS vs. DMSO, AdipoAI vs. DMSO and AdipoAI+LPS vs. LPS). **(A)** DElncRNAs. **(B)** DEmRNAs. **(C)** Molecular function enrichment analysis of 122 DEmRNAs (DMSO vs. LPS↓, DMSO vs. AdipoAI↑ and LPS vs. LPS+AdipoAI↑). **(D)** KEGG for 122 DEmRNAs. **(E)** Molecular function enrichment analysis of 68 DEmRNAs (DMSO vs. LPS↑, DMSO vs. AdipoAI↓ and LPS vs. LPS+AdipoAI↓). **(F)**: KEGG for 68 DEmRNAs. **(G–J)** Bubble diagrams showing mRNAs involved in molecular function enrichment analysis and KEGG. **(G)** 122 DEmRNAs in molecular function enrichment analysis. **(H)** 122 DEmRNAs in KEGG. **(I)** 68 DEmRNAs in molecular function enrichment analysis. **(J)** 68 DEmRNAs in KEGG.

### 3.4 Bioinformatics analysis of 190 DEmRNAs

***Enrichment analysis of DEmRNAs:*** Bubble diagrams **(** **Figures 3C–F** **)** revealed the results of GO/KEGG analysis of DEmRNAs in each selected group. A p value < 0.5 was set as the threshold of KEGG, and a p value < 0.05 was set as the threshold for GO analysis. A total of 4 GO terms and top 10 KEGG pathways were enriched in the first group, while 4 GO terms and top 10 KEGG pathways were enriched in the second group. A chord diagram was plotted to show the mRNAs in each pathway **(** **Figures 3G–J** **)**.

***GSEA for the selection of potential AdipoAI-related pathways:*** The function of AdipoAI was inferred from the functions of DEmRNAs selected previously; thus, GSEA was performed on 190 DEmRNAs. Against the background of the KEGG database, both LPS vs. LPS+AdipoAI and DMSO vs. AdipoAI enriched a similar pathway when AdipoAI was added: ENDOCYTOSIS. In addition, based on the Reactome database, 2 similar pathways were enriched upon addition of LPS alone in both DMSO vs. LPS and LPS vs. LPS+AdipoAI: REACTOME_SIGNALING_BY_GPCR. Moreover, **Figure 4A** displays enrichment plots for each enriched pathway screened out by GSEA.

**Figure 4:**
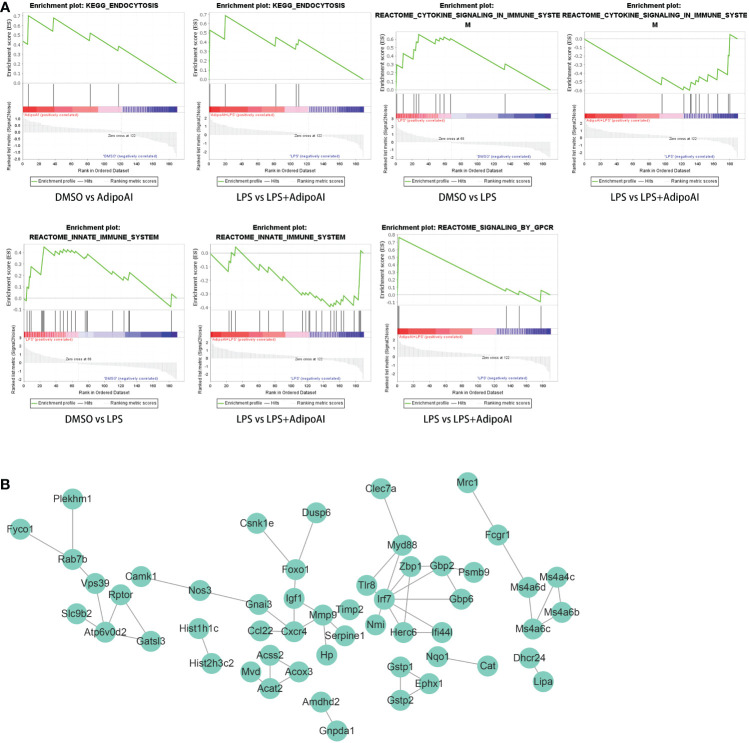
GSEA and PPI network for 190 DEmRNAs. **(A)** Gene set enrichment analysis of 190 DEmRNAs. **(B)** PPI network with 53 nodes and 53 edges of 190 DEmRNAs.

***Construction of the PPI network:*** **Figure 4B** shows the PPI network built by the STRING online database with 53 nodes and 53 edges. Diagrams were downloaded from the STRING website.

### 3.5 Construction of the ceRNA network with hub codes

Coexpression results between DElncRNAs and DEmRNAs were visualized by heatmap **(** **Supplementary Figure 4** **)**. **Figure 5A** shows the coexpression network built by 190 DEmRNAs and 110 DElncRNAs with relevance > 0.97 and P value < 0.001. 

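Among the 368 probes of the opposed sets, 3084 of 67528 possible pairs (4.57%) had a Pearson r over 0.97 in size across the 12 arrays with p under 0.001, and 2336 of these had a positive r. Pairs were counted over all probes of the sets, since lncRNAs and mRNAs were not told apart. The 12 arrays lie in 4 groups, and the probes were chosen for their differences between groups, so the arrays were also permuted within each group separately for each probe, which keeps the group means. In 100 such draws 2837 to 2937 pairs passed, with a median of 2881, or 93.4% of the observed number. With the group means removed, 4 pairs passed, against a median of 1 and at most 4 after permutation within groups. The observed count moved with the measure of correlation, to 1355 pairs with Spearman's rho.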

The cytoHubba results are shown in **Figure 5B**. 

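Of the 368 probes, 302 had at least 1 pair past these limits, and 296 of them were joined in a single connected network. Permuting the arrays within their groups left a median of 281 probes in the largest network. Sets of 368 probes drawn at random from all probes analysed gave a median of 70 pairs and at most 152 in 100 draws.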

We chose the network with the most hub nodes, which contained 58 mRNAs and 42 lncRNAs (**Figure 5A** with Red Frame). Fifty-eight mRNAs were screened by Gluego analysis and are displayed in **Figure 5C**. After that, GO/KEGG analysis was performed using Metascape, and 8 GO terms were identified, as shown in **Figure 5D**. MiRwalk and TargetScan were used to reverse-predict miRNA-bound DEmRNAs and miRNA-bound DElncRNAs, respectively. Therefore, based on the DEmRNA-miRNA-DElncRNA axis in each GO term, ceRNA networks for each term were separately built by Cytoscape and are shown in **Figures 6A–H**.

**Figure 5:**
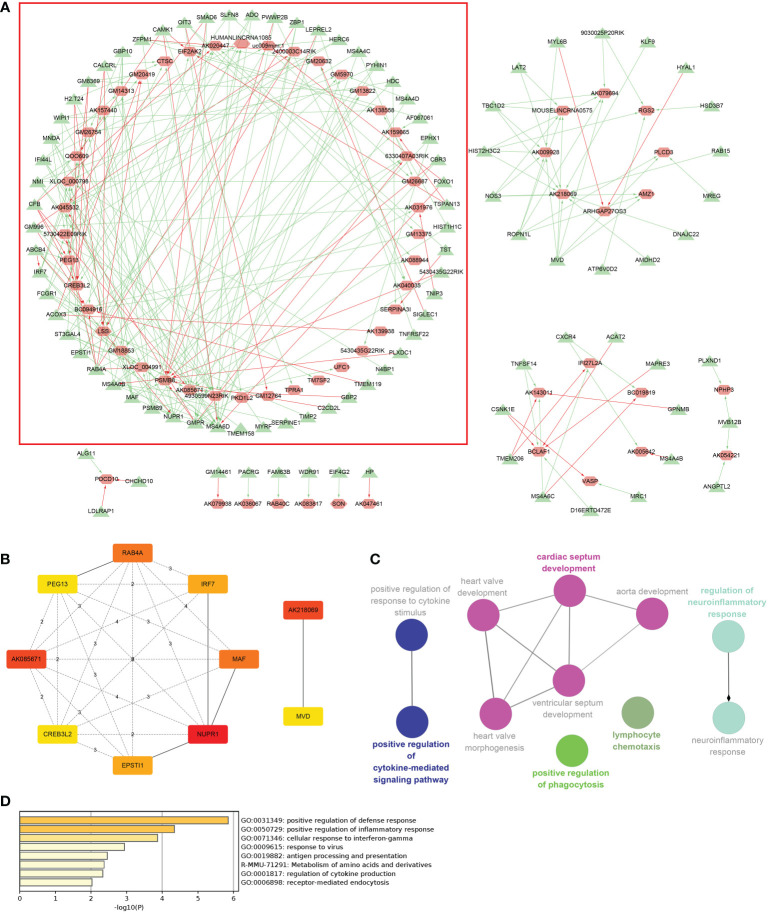
Coexpression analysis for DElncRNAs-DEmRNAs. **(A)** The coexpression network of DElncRNAs-DEmRNAs and the largest network with the most hub nodes in the red frame were selected (lncRNA: red; mRNA: green). **(B)** Hub nodes in all networks. **(C)** Gluego for 58 mRNAs in the largest network. **(D)** GO analysis for 58 mRNAs in the largest network.

**Figure 6:**
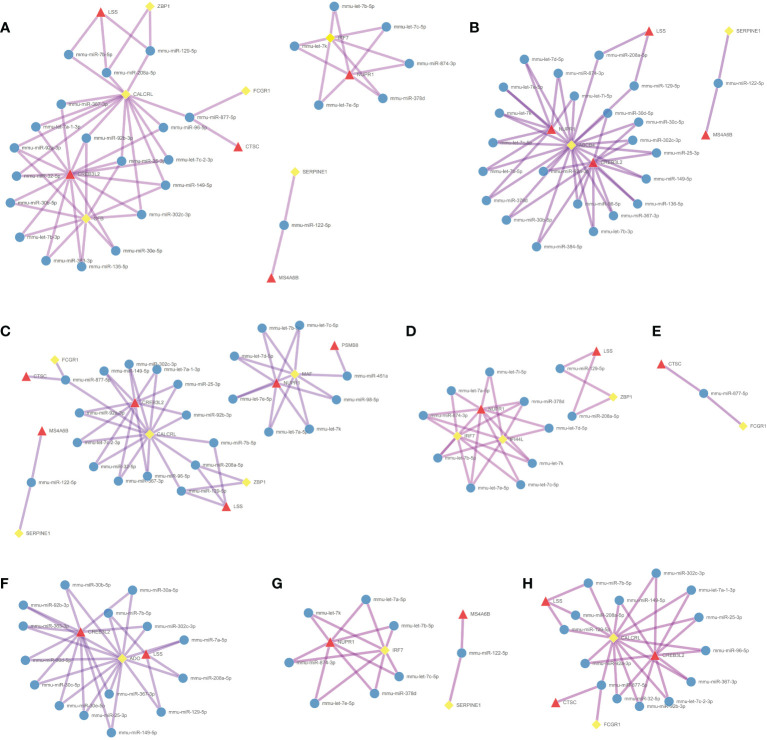
Construction of the ceRNA networks. DEmRNA-miRNA-DElncRNA networks of **(A)** positive regulation of defense response, **(B)** cellular response to interferon-gamma, **(C)** positive regulation of inflammatory response, **(D)** response to virus, **(E)** antigen processing and presentation, **(F)** metabolism of amino acids and derivatives, **(G)** regulation of cytokine production, and **(H)** receptor-mediated endocytosis. (Blue Ball: miRNA; Red Triangle: lncRNA; Yellow Square: mRNA).

### 3.6 Identification of m6A-related DElncRNAs and construction of an m6A-related DElncRNA network

Thirty-three m6A-related mRNAs were retrieved from a previous study, used to perform a coexpression analysis (Spearman) with 110 previously selected DElncRNAs and visualized by heatmap (**Supplementary Figure 5**). Then, two m6A-related RNAs and 16 DElncRNAs were screened out, and a heatmap is shown in **Supplementary Figure 6**. To further confirm the relationship between m6A methylation and AdipoAI-related DERNAs, Spearman analysis of coexpression was performed between 190 DEmRNAs with 2 m6A-related RNAs and 16 DElncRNAs selected previously. Then, the m6A-related mRNA FTO with 24 associated DEmRNAs and 16 DElncRNAs with 47 associated DEmRNAs was screened out (**Supplementary Figures 7**, **8**). Afterwards, we selected the intersection of these results and obtained 14 DElncRNAs, 22 DEmRNAs and the m6A-related mRNA FTO. Based on their inner interactions, the m6A-related DElncRNA network was established and visualized by Cytoscape (**Figure 7A**). Furthermore, the expression level of the central mRNA FTO was detected, and the radiogram is displayed in **Figure 7B**. GO analysis was performed on 22 DEmRNAs and resulted in two identified GO terms, as shown in **Figure 7C**. Finally, a coexpression heatmap was created to verify the results based on 14 DElncRNAs, 22 DEmRNAs and FTO, as shown in **Figure 7D**.

**Figure 7:**
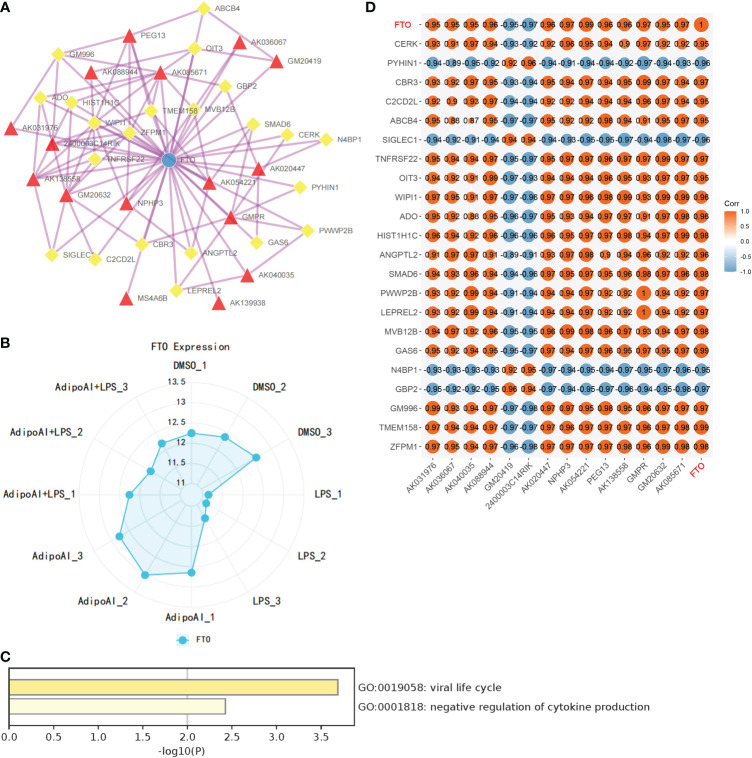
Construction of m6A regulator lncRNA‒mRNA networks. **(A)** FTO (M6A regulator)-lncRNA‒mRNA network. (Blue Ball: m6A regulator; Red Triangle: lncRNA; Yellow Square: mRNA). **(B)** FTO expression levels in 12 samples. **(C)** GO analysis for mRNAs in the network. **(D)** Coexpression validation for FTO, mRNAs and lncRNAs in networks.

### 3.7 qRT‒PCR validation of 10 DElncRNAs

To further confirm the functions of the 10 AdipoAI-regulated DElncRNAs selected from the ceRNA and m6A-related DElncRNA networks, a box plot was created to reveal their expression levels among 12 samples, as shown in **Figures 8A, B**. The results of the mantle order test suggested that most lncRNAs in the ceRNA and m6A networks were related to M2b and M1 macrophage phenotypes (**Figures 8C, D**). qRT‒PCR was used to verify the results shown in **Figure 8E**. Both data validation and qRT‒PCR results showed that these selected DElncRNAs were regulated by AdipoAI.

**Figure 8:**
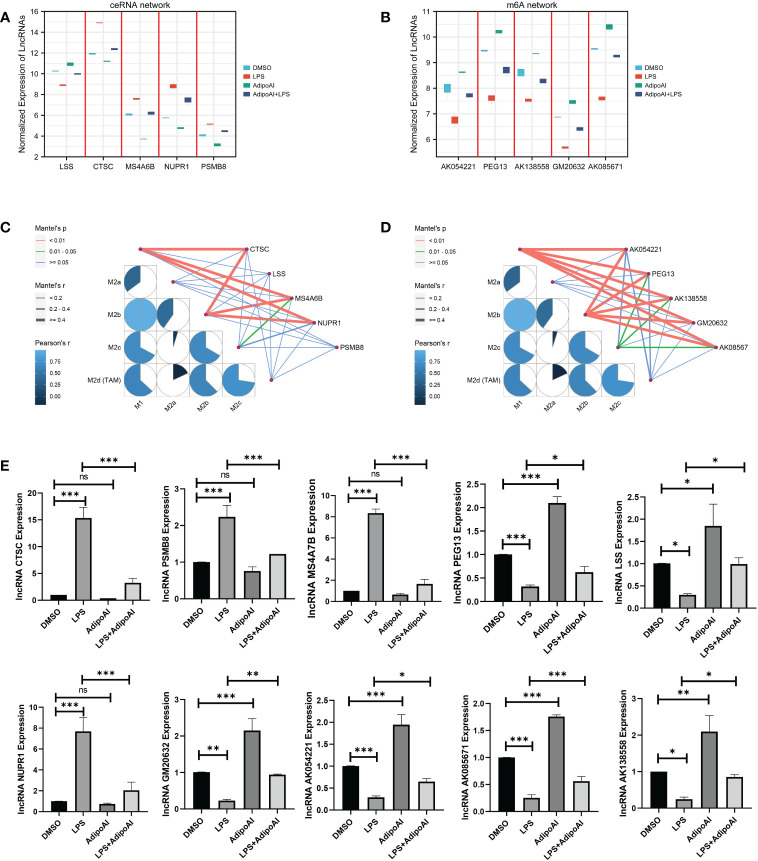
Microarray and qRT‒PCR validation. **(A)** Box plot for the expression of 5 lncRNAs selected in ceRNA networks. **(B)** Box plot for the expression of 5 lncRNAs selected in the m6A-regulated lncRNA‒mRNA networks. **(C, D)** Mantle order test of lncRNAs selected from the ceRNA- and m6A-related DElncRNA networks. **(C)** ceRNA networks, **(D)** m6A-related DElncRNA networks. **(E)** qRT‒PCR validation for 10 lncRNAs (n=3). ns: no significant, * P <0.05, ** P <0.01, *** P <0.001.

## 4 Discussion

Although emerging evidence has shown that APN and its receptor agonists feature anti-inflammatory effects (7, 13), the precise molecular mechanisms remain unclear, especially the functions of lncRNAs. Thus, the current research aimed to provide mechanistic insight into the role played by lncRNAs in the AdipoAI-related anti-inflammatory effect, which attenuated LPS-induced inflammation in macrophages. More importantly, m6A methylation and ceRNA interactions were set as the entry points for further discovering how lncRNAs work in anti-inflammatory effects and macrophage polarization. Transcriptome sequencing and a series of bioinformatic analyses were conducted to elucidate these mechanisms at the high-throughput level.

Initially, enrichment analysis was conducted through GSVA, and the results indicated that AdipoAI inhibited the signal transduction of cytokines in the immune system and the activation of Toll-like receptor signaling pathways, especially signals associated with MYD88. LPS has been proven to affect inflammatory progression and the immune response by inducing cells through TLR4. Notably, TLR4-triggered signal transduction relies on the adaptor proteins myeloid differentiation marker 88 (MyD88) and adaptor-inducing IFNβ (TRIF), which mediate MyD88- and TRIF-dependent signaling pathways while simultaneously containing the Toll-interleukin-1 (IL-1) receptor (TIR) domain (30, 31). According to the enrichment analysis, AdipoR1/APPL1 stably interacted with MyD88. This complex inhibited the activation of the NF-kB, MAPK, and c-Maf pathways and restricted the LPS-induced production of proinflammatory cytokines in macrophages. A previous study was found and was consistent with our results, which strongly supported the reliability of our findings (7).

Differentially expressed lncRNAs and mRNAs were identified among 12 samples, and 110 DElncRNAs and 190 DEmRNAs were screened out and divided into two groups. Since the mechanism of AdipoAI-related anti-inflammatory effects relies on the proteins and RNAs affected by AdipoAI, GO/KEGG analysis was performed for pathway enrichment. Then, GO terms of antioxidant activity, serine and endopeptidase and KEGG pathways, including FoxO signaling and Toll-like receptor signaling, were identified. Notably, antioxidants play essential roles in the regulation of the immune response and inflammation restriction (32), and serine is necessary for LPS-induced expression of IL-1β in macrophages (33). Additionally, the FoxO signaling pathway also regulates innate immune cells (34). Hence, with various enriched pathways closely interacting with the immune response, AdipoAI was proven to be involved in anti-inflammatory mechanisms, particularly in macrophages.

To further clarify the function of AdipoAI on enriched pathways, GSEA was performed on 190 DEmRNAs. Surprisingly, pathways related to cytokines and the innate immune response were inhibited, while the endocytosis pathway was activated. It has been suggested that the extracellular domain of TLR4 is indispensable for LPS-induced endocytosis (35), and TLR4-related endocytosis is necessary for the signal generation, receptor degradation and signal termination of TRIF-dependent proinflammatory factors (36, 37). Affecting the endocytosis of AdipoR1 may stimulate the phosphorylation of AMPK and ACC, which is mediated by APN and hormones (38, 39). Consequently, endocytosis may contribute to the signaling regulation of APN. In addition, GSEA and other results showed that AdipoAI had a significant correlation with endocytosis; that is, it might serve as the core pathway of AdipoAI-related anti-inflammatory effects.

Recently, a significant moderating role of large-scale biomechanisms has necessitated the investigation of ncRNAs in different fields. lncRNAs and miRNAs are the main constituents of ncRNAs and participate in various biological processes, such as immune responses, by moderating immune-related genes (40, 41). Among them, lncRNAs were identified as transcripts more than 200 nucleotides in length without protein-coding potential (41, 42). In 2011, the ceRNA hypothesis was proposed based on coexpressed competing triplets built by lncRNAs, miRNAs and mRNAs. This suggests a novel theory that lncRNAs and mRNAs compete for binding with one interacting miRNA, thus regulating each other (43) and affecting the miRNA-related negative regulation of gene expression. In previous investigations related to the ceRNA theory and anti-inflammatory effects, lncRNAs have been shown to play an essential role. For example, lncRNAs have been reported to regulate p38 mitogen-activated protein kinase and the nuclear factor-kb signaling pathway through the linc00707/mir-223-5p axis in LPS-induced mrc-5 cells (44). Additionally, lncRNA SNHG16 can upregulate TLR4 through and moderate the miR-15a/16 cluster through the ceRNA network to affect LPS-induced inflammatory pathways (45).

Making use of this theory, we constructed a ceRNA network to further study the mechanistic role played by lncRNAs in AdipoAI-regulated anti-inflammation. Then, a coexpression network was built, and the largest cluster was selected for enrichment analysis, in which 8 terms were identified: positive regulation of defense response, positive regulation of inflammatory response, cellular response to interferon-γ, antigen processing and presentation, regulation of cytokine production, metabolism of amino acids and derivatives and receptor-mediated endocytosis. Among them, a group of items, including regulation of cytokine production, antigen processing and presentation, cellular response to interferon-γ, and receptor-mediated endocytosis, were speculated to be the potential key pathways of AdipoAI-related anti-inflammatory effects since they were reported to be associated with the immune response of macrophages. Given that interferon-γ can activate macrophages and their sensitivities to TLR-induced cellular death (46), these pathways may contribute to the molecular mechanism of AdipoAI-related anti-inflammatory effects. Using TargetScan and mirWalk, we predicted and formed lncRNA‒miRNA-mRNA triplets and built ceRNA networks based on triplets in each enriched GO item from the coexpression analysis. Finally, networks were constructed and provided new insight into the mechanistic theory for the role played by lncRNAs in AdipoAI-related anti-inflammatory effects based on the ceRNA theory. Furthermore, 5 lncRNAs from networks were selected as potential therapeutic targets for inflammation since they were discovered to participate in the anti-inflammatory effect caused by APN receptor agonists.

As noted by a recent publication (47), which studied the association between m6A methylation and LPS-induced inflammation in macrophages, the key enzyme for m6A methylation, METTL3, is closely associated with the immune response and inflammatory regulation. Moreover, the expression and biological activity of METTL3 could be enhanced by LPS, while overexpression may significantly reduce the severity of LPS-induced inflammation in macrophages. METTL3 influences these processes through the NF-kB pathway (47). Accordingly, we hypothesized that m6A methylation may contribute to the function of lncRNAs in AdipoAI-related anti-inflammatory effects. Twenty-three mRNAs related to methylation were obtained (27, 28) from recent publications and used for coexpression analyses. A network with the central mRNA FTO was built based on the coexpression relationships among DElncRNAs, DEmRNAs and m6A regulators, revealing the interaction between AdipoAI and m6A methylation. FTO is reported to positively correlate with the expression of APN (48), and the reduction in FTO can inhibit the NLRP3 inflammasome through the FoxO1/NF-kB signaling pathway in macrophages (49). Hence, AdipoAI may regulate the m6A methylation regulator FTO to influence related RNAs, thus affecting immune-related pathways and resulting in an anti-inflammatory effect. Obviously, FTO provides a theoretical basis for the interaction between m6A methylation and anti-inflammatory effects.

Furthermore, as demonstrated by enrichment analysis of mRNAs in m6A networks, these m6A-related mRNAs can suppress the secretion of cytokines. Thus, we speculated that AdipoAI might regulate the secretion of cytokines through the coexpression network. Among the network, lncRNA Peg13 regulates the Wnt/β-catenin pathway through the mir-490-3p/psmd11 axis (50) and attenuates the toxicity of sevoflurane to neural stem cells through the absorption of mir-128-3p while protecting the expression of SOX13 (51). At the same time, Peg13 can also alleviate hypoxic-ischaemic brain injury in neonatal mice *via* the mir-20a-5p/XIAP axis (52). In other studies, knockdown of the m6A-binding protein ythdf2 increased the expression levels of map2k4 and map4k4 mRNA by stabilizing mRNA transcripts. Similarly, the YTHDF2 protein can activate the MAPK and NF-kB signaling pathways and exacerbate the inflammatory reaction in LPS-induced primary Raw264.7 cells to promote the expression of proinflammatory cytokines (53). Other research (54) proved that LPS treatment promoted Socs1 m6A methylation and sustained SOCS1 induction by promoting FTO degradation. Interestingly, their purpose was to simulate the phenotype of METTL14-deficient macrophages by forcing FTO expression in macrophages, while the results are consistent with ours, strongly proving the reliability of our analyses. As a consequence, we discovered that Socs1 inhibited signal transduction, while AdipoAI suppressed cytokine secretion by affecting related genes; thus, AdipoAI played a role in anti-inflammation by inhibiting the degradation of FTO.

To illuminate how AdipoAI works to influence macrophage phenotypes, ssGSEA was used to reveal scores of different phenotypes in each group of DEmRNAs. The results suggested that AdipoAI could reduce the LPS-induced phenotypic change from the M2b to the M2c type. A previous study (24) showed that the M2b type is associated with tumor progression, immune regulation and the Th2-related response. The M2c type is related to phagocytosis of apoptotic bodies, tissue remodeling and immune suppression (24). In accordance with these publications, AdipoAI may play a key role in macrophage phenotypic changes. The mantle order test suggested that the following genes were related to the M1 and M2b macrophage phenotypes: CTSC, MS4A6B, NUPR1, PEG13, AK054221, AK138558, GM20632, and AK08567. Thus, these genes are critical in both macrophage polarization and AdipoAI-related anti-inflammatory effects.

Notably, all of the sequencing data we extracted were from mice, which may lead to certain limitations. More specific analyses and *in vivo* experiments are necessary for further elucidation of the mechanisms of these newly identified lncRNAs.

In summary, we screened lncRNAs as candidate regulators of the anti-inflammatory mechanism of AdipoAI. Moreover, we identified specific lncRNAs from these processes based on m6A-related DElncRNAs and ceRNA networks, providing a novel reference for the subsequent exploration of the molecular mechanism of AdipoAI-related anti-inflammatory effects.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO (GSE212065).

## Author contributions

HY, FF, and WQ contributed to the conception and design of the research. HY, HW, QX, and WQ contributed to the writing and drafting of the manuscript. ZL and ZC contributed to drawing the figures and tables and analyzing the data. QT, JC, and FF contributed to the critical revision of the manuscript for important intellectual content. All the authors have approved the final version of the manuscript to be published and agree to be accountable for all aspects of the work.

How the deposited data were processed for this re-analysis (not part of the article)

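RNA of RAW264.7 cells was measured on 12 1-colour arrays, 3 each for DMSO, LPS, AdipoAI and AdipoAI+LPS, as the sample labels and the methods name them. The authors' deposited scanner files hold for each spot a background-subtracted intensity on a linear scale from the scanner's feature extraction software, not normalized between arrays, with flags for spots above background, saturated spots and outliers. A deposited series table holds the authors' processed values of the same arrays on a log2 scale, and the methods give quantile normalization and a filter on low intensities as their processing. Across probes, each array's values in that table had a Pearson r between 0.988 and 0.995 with the log2 intensity of its scanner file and of at least 0.992 with the quantile-normalized values.

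From the scanner files, control spots, probes named as negative and 221 probes with a spot flagged as a non-uniform or population outlier on an array were left out. The 15 probes with 20 spots each were averaged. The log2 intensities were quantile normalized over the 12 arrays, and the 33692 probes well above background on at least 3 arrays were tested. One fit of the 4 groups with limma gave DMSO vs. LPS, DMSO vs. AdipoAI, LPS vs. AdipoAI+LPS and the interaction of AdipoAI with LPS, and a second fit gave the effect of AdipoAI with LPS as a term. Calls followed the methods text, an unadjusted p under 0.05 and a log2 fold change of at least 1.5 in size, and beside it the fold change over 1.5 printed in Fig. 1. Adjusted p is after Benjamini-Hochberg over all probes tested. Co-expressed pairs were those with a Pearson r over 0.97 in size and p under 0.001 over the 12 arrays.

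The depth of an array is given by its probes well above background, between 29298 and 32969, and the precision by the median standard error of a log2 fold change, 0.187, which 3 arrays per group limit. The fit was tested on simulated data with the means and spread of the 33692 probes, of which 200 were changed. It called 99% of the changed probes in DMSO vs. LPS, 98% in DMSO vs. AdipoAI and 99.5% in LPS vs. AdipoAI+LPS. With the scan as a block it called 92.5% in LPS vs. AdipoAI+LPS. These shares hold only for the sizes of change put into the simulation, which are not given here. They do not show the power for smaller changes, such as those near the Fig. 1 threshold. The arrays were scanned in 2 batches, with 8 arrays in the first and 4 in the second.

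The files name nearly all probes by the array maker's identifiers, which nothing used here pairs with genes. The planned counts by class, the choice of 1 probe per gene, gene lists, macrophage phenotype scores, m6A regulators, FTO, the 10 lncRNAs and the Mantel tests were therefore not run, and all probes were counted together. Exceptions are 15 probes with RefSeq accessions, all matched to a symbol through the RefSeq table of mouse assembly GRCm38.p6, of which 14 passed the filter, and 1827 probes named as lincRNAs. The rule for naming was to name genes of the paper and of prepared lists, and the largest changes with an adjusted p under 0.05 among probes well above background and not saturated on every array of both groups. Of these largest changes, 1 probe identifier that rose and 2 that fell are given. By this rule Actb, Gapdh and Tfrc are named. Gusb was named after its values were seen. Alternatives covered the normalization, the background correction, the series table, the filter, the arrays in the fit, the variance model, the adjustment of p, the fold change, the replicate number and the scan as blocks, and each array left out in turn. The scanner files used here give a median signal per spot, and the normexp alternative was run on it, with an offset of 50. The calculations used R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9.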

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

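The regroupings of the arrays for the interaction, the comparisons without shared arrays, the tests of the scans on the interaction and on the same-direction sets, the counts of the first scan alone and the sizes of the opposed sets against shuffled calls were chosen only after the results were seen.

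The effect of AdipoAI differed with and without LPS for a set of probes, by the test of the difference itself. The interaction of AdipoAI with LPS had an adjusted p under 0.05 by limma in 1039 probes, with the AdipoAI effect higher with LPS in 515 and lower in 524. The 12 arrays were regrouped after the LPS and AdipoAI effects were taken out, and both effects were put back before the refit. Of 100 such regroupings, the real one included, 1 had as many, so chance can be excluded, and the largest other count was 2. Because the AdipoAI+LPS arrays all lie in the second scan, a difference between the scans would enter this contrast. With the scan as a block the count was 788, of which 589 were among the 1039. Groups simulated to differ by the scan but not by an interaction gave at most 1 call in 20 simulations. They were fitted with the block, which takes out the shift that was added. The simulations therefore do not show how many of the 1039 calls a scan difference could give. The scan term, however, rests on AdipoAI replicate 3 as the only array that parts scan from treatment. The scan as the whole cause and a biological interaction therefore cannot be told apart, and a response to AdipoAI that depends on LPS stays open. A difference in handling stays open too, since the labels give no time before LPS for the LPS cells. The count was 669 without DMSO replicate 2 and 658 without LPS replicate 3.

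Probes that moved the same way in all 3 comparisons are shown in the paper's UpSet plots but not discussed. At the Fig. 1 threshold they numbered 703, 314 up and 389 down, against 368 in the opposed sets, a ratio of 1.91. At the threshold of the methods text the excess was smaller, 39 against 29, a ratio of 1.34, with 32 up and 7 down. There the shuffles described below gave medians of 13 and 11, so that both kinds of set exceeded them by a like factor, and 50 of 1000 reached the 7 probes down in all 3. Arrays shared between the comparisons are not the whole cause of the excess at the Fig. 1 threshold. With no array in more than 1 comparison, the LPS effect drawn from all but 1 array of DMSO and LPS and the AdipoAI effects set against the held-out arrays, the ratio was 1.20 to 1.99 over the 9 held-out pairs. Each AdipoAI comparison then has a single held-out array on 1 side, the spread comes from the other groups, and the 9 pairs are not independent. A contribution of shared arrays to its size stays open. Probes of high signal or spread that move in every comparison would be kept by shuffling the AdipoAI calls among probes of like mean signal and spread, and 1000 such shuffles gave at most 449. The ratio was 1.40 with the scan as a block and 1.79 with the 75th percentile in place of quantile normalization. Within the first scan alone, 2277 probes were called in the same direction by LPS and by AdipoAI and 570 in opposite directions. Simulated AdipoAI arrays with no effect gave 242 to 332 and 87 to 136, an excess of the same direction that the shared DMSO arrays bring about. Of 100 drawn splits of the AdipoAI label within the arrays with and without LPS, 1 gave as many same-direction probes, the real one, so chance can be excluded. Other splits leave few AdipoAI calls, with a median of 2 such probes, so this speaks for an effect of AdipoAI and not for its direction. As a hypothesis, found and tested on the same arrays, AdipoAI alone may move part of the LPS-responsive probes in the direction of LPS.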

How the results depend on the processing

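The same-direction and lincRNA-named results were added after the data were seen, and so was the average of the AdipoAI contrasts, which gave 9898 probes against 9002 with LPS as a term. All other alternatives were chosen before the data were examined. With the 75th percentile and with eBayes trend and robust variances, each of the 20 counts and correlations stayed within 1.5 times its value, and with each comparison fitted on its own 6 arrays each of 18 did. No median log2 fold change moved by over 0.1 under another scaling.

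Normexp background correction moved 15 of 20. It gave 1232, 161 and 197 probes at the methods text threshold in DMSO vs. LPS, DMSO vs. AdipoAI and LPS vs. AdipoAI+LPS, and 8, 1 and 0 lincRNA-named ones. The share of higher probes was 63.6% against 50.6% in DMSO vs. LPS and 75.8% against 59% in DMSO vs. AdipoAI. The opposed sets held 3 probes at the methods text threshold, 3 up and 0 down with LPS, and 134 at the Fig. 1 threshold, 50 up and 84 down. The same-direction sets held 244, the opposed sets 0 lincRNA-named probes, and the interaction was called in 1651 probes. The offset of 50 pulls the fold changes of dim probes toward 0, and the cause of the rise in interaction calls was not tested.

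Requiring probes to be well above background on all 12 arrays left 25285 probes and removes those that pass into or out of background. It gave 1940, 305 and 340 probes at the methods text threshold in the 3 comparisons, and 12, 2 and 0 lincRNA-named ones. The opposed sets held 10 probes at the methods text threshold, 7 up and 3 down with LPS, and 237 at the Fig. 1 threshold, 88 of them up with LPS, and 0 lincRNA-named probes. With no filter 12 lincRNA-named probes passed in LPS vs. AdipoAI+LPS, and the r of the AdipoAI effects fell to 0.41 as dim probes entered.

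The fold change over 1.5 in place of the log2 fold change of 1.5 gave 11154, 5348 and 5859 probes and 102, 57 and 49 lincRNA-named ones, by its lower limit. With the authors' series table the lincRNA-named count was 3 in DMSO vs. AdipoAI and 3 in LPS vs. AdipoAI+LPS, and the cause was not tested. With adjusted p and the same fold change these were 5 and 2, by the stricter limit.

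With the scan as a block, LPS vs. AdipoAI+LPS had 1041 probes at an adjusted p under 0.05 against 5761, and AdipoAI adjusted for LPS changed 2642 probes against 9002. Of the 5859 probes called in LPS vs. AdipoAI+LPS at the Fig. 1 threshold, 2706 were called with the block and 5646 (96.4%) kept their sign. The median standard error rose from 0.187 to 0.327, since the scan term rests on AdipoAI replicate 3 against 2 other arrays. The block gave 7 lincRNA-named probes in DMSO vs. AdipoAI and 0 in the opposed sets. Of the 368 opposed probes, 275 were in the opposed sets with the block.

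With each array left out in turn, the counts at an adjusted p under 0.05 ranged from 2651 to 5485 in DMSO vs. AdipoAI and from 3806 to 5858 in LPS vs. AdipoAI+LPS. The first was 3082 without DMSO replicate 1, 2651 without DMSO replicate 2 and 2964 without AdipoAI replicate 1, and the second 3806 without LPS replicate 3. Interaction calls ranged from 658 to 1026. LincRNA-named counts ranged from 6 to 12 in DMSO vs. AdipoAI, with 6 without DMSO replicate 1 and 7 without AdipoAI replicate 3. They ranged from 3 to 16 in LPS vs. AdipoAI+LPS, with 3 without DMSO replicate 1, 3 without LPS replicate 2 and 16 without AdipoAI+LPS replicate 2. In the opposed sets they ranged from 0 to 1, with 0 without DMSO replicate 1 and without AdipoAI replicate 3. The fewer arrays lower the power, and other causes were not tested. The opposed sets held 26 to 30 probes at the methods text threshold and 348 to 408 at the Fig. 1 threshold.

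Arrays with the same replicate number did not deviate together, with a mean r of -0.04 over 18 pairs of arrays, from -0.19 to 0.11, so the numbers give no pairing. With the replicate number as a block, DMSO vs. LPS had 3297 probes at the methods text threshold, DMSO vs. AdipoAI 603 and LPS vs. AdipoAI+LPS 818, the opposed sets held 366 at the Fig. 1 threshold, and the interaction was called in 732. The block moved none of the 20 counts and correlations by over 1.5 times. Of the named genes, Gusb in DMSO vs. AdipoAI had a log2 fold change of 0.39 with an adjusted p of 0.0591 under it.

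The count of co-expressed pairs, 3084, was 1355 with Spearman's rho, 43 of 406 in the opposed sets at the methods text threshold, which hold fewer probes, and 4 with the group means removed, which takes out the differences between groups that the probes were chosen for. The cause of the change with Spearman's rho was not tested.

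A random probe per gene and the mean of a gene's probes were not run, nor were the alternatives for phenotype scores, gene lists, FTO, the 10 lncRNAs, m6A regulators and Mantel tests, because the probes used here carry no gene names.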

Differences from the paper's values

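The paper counts genes by class, DEmRNAs and DElncRNAs, and the counts here are of probes of both classes, so no pair of values is on one scale. The 368 probes of the opposed sets at the Fig. 1 threshold lie within 1.5 times the sum of the paper's DElncRNAs and DEmRNAs, while the 29 probes at the threshold of the methods text, and the 134 with normexp at the Fig. 1 threshold, do not. The paper states the methods text threshold for the selection, and Fig. 1 prints the other. The reverse set exceeds the set up with LPS and down with AdipoAI at the Fig. 1 threshold, 219 against 149. At the threshold of the methods text it does not, 14 against 15. In the paper the reverse set is the larger for DEmRNAs, while the DElncRNAs are equal in number in both sets.

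The UpSet plots of Fig. 2F and G, read by eye, show about 140 DEmRNAs up and about 100 down in all 3 comparisons, and about 120 DElncRNAs up and about 200 down, against which 314 probes up and 389 down in all 3 comparisons were counted here. The largest network of co-expressed probes here held 296 of 368 probes, a larger part of the set than the network with the most hub nodes in the paper. Pairs of the same class count here, and the paper pairs DElncRNAs with DEmRNAs.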

Other observations

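The sizes of the opposed sets were set against shuffled calls, in each setting, only after the results were seen.

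If AdipoAI calls fell on probes regardless of their LPS call, shuffling them among probes of like mean signal and spread would give opposed sets as large as those observed. At the Fig. 1 threshold 848 of 1000 shuffles had 368 or more probes in the opposed sets, with a median of 385, so the number of probes in these sets may follow from the number of calls in each comparison. At the threshold of the methods text 0 of 1000 shuffles reached the 29 probes observed, with a median of 11 and at most 25, which argues against it for these larger changes. By set, 0 of 1000 reached the 15 probes up with LPS and down with AdipoAI, and 19 reached the 14 of the reverse set. The result at the Fig. 1 threshold depends on the setting: 638 of 1000 shuffles reached the observed count with the 75th percentile and 669 with normexp. With the filter on all 12 arrays all 1000 did. The 237 probes observed there lay below the lowest shuffle, 247, which argues against that reading for these probes. With the scan as a block 1 did, where 344 probes stood against a median of 297, and the same-direction sets exceeded every shuffle too. Without AdipoAI replicate 3, 149 of 1000 shuffles did. For the reverse set alone with the scan as a block, 59 of 1000 reached its 206 probes. For the set up with LPS and down with AdipoAI, 3 reached 138 probes. These tests concern the number of probes in the sets and not any single probe.

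Of 100 drawn splits of the AdipoAI label within the arrays with and without LPS, only 1, the real one, gave as many probes in the opposed sets at either threshold, as high an r of the AdipoAI effects with and without LPS, or, over splits of 6 against 6 arrays, as many probes changed by AdipoAI adjusted for LPS, so chance can be excluded for these as a source of the AdipoAI effect. Other splits leave few AdipoAI calls, with a median of 1 opposed probe at the Fig. 1 threshold, so the splits do not show whether AdipoAI opposes LPS. The r of another split reached 0.49. The last count was 9002 probes at an adjusted p under 0.05 by limma, 4127 up and 4875 down. For the 1 lincRNA-named probe in the opposed sets, 11 of 100 splits gave as many, so chance cannot be excluded. Each comparison of 3 arrays with 3 allows 10 splits, too few for the splits alone to exclude chance. The real split was the 1 with the largest count for all probes at the methods text threshold and at an adjusted p under 0.05 in each comparison, and for lincRNA-named probes in DMSO vs. LPS and DMSO vs. AdipoAI. For lincRNA-named probes in LPS vs. AdipoAI+LPS 2 of the 10 splits gave as many. The largest count of another split at the methods text threshold was 86 in DMSO vs. LPS, 106 in DMSO vs. AdipoAI and 104 in LPS vs. AdipoAI+LPS, far below the real counts of 3299, 612 and 820.

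LPS vs. AdipoAI+LPS is also a comparison of the scans. A difference between the scans as the whole cause would leave no relation with the AdipoAI arrays of the first scan set against DMSO, which lie in 1 scan. The r across probes was 0.51, against -0.019 to 0.015 for simulated unchanged arrays. The simulated noise was independent between probes, so that range may be too narrow. A contribution of the scans stays open. AdipoAI replicate 3 minus the other AdipoAI arrays had an r of 0.18 with the same comparison, and the scan term had an adjusted p under 0.05 in 40 probes by limma and an unadjusted p under 0.05 in 2904.

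Along the axis from DMSO to LPS, drawn from all but 1 array of each and scaled to the held-out DMSO and LPS arrays, AdipoAI arrays lay 9.46% to 17.1% of the way from DMSO to LPS over the 9 held-out pairs, with a mean of 13.5%. Arrays shared between the comparisons would give shifts around 0 here. With AdipoAI arrays of the first scan alone the shift was 8.89% to 16.3%, which excludes the scans as its cause. AdipoAI+LPS arrays were shifted from LPS by -12.2% to -4.19%, toward DMSO, a comparison that lies between the scans. As a hypothesis, AdipoAI alone may bring about a part of the LPS response, while for AdipoAI+LPS a difference between the scans stays open. Across probes the LPS effect had an r of 0.30 with the AdipoAI effect and of -0.19 with the AdipoAI+LPS effect, where simulated groups with no AdipoAI effect gave 0.11 to 0.15 and -0.14 to -0.11. The simulated noise was independent between probes, so these ranges may be too narrow.

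Among probes raised by LPS at the methods text threshold, 58.5% were lower in AdipoAI+LPS than in LPS, called or not, against 52.5% to 58.2% in simulated groups with no AdipoAI effect. Among those lowered by LPS 63.3% were higher in AdipoAI+LPS, against 54.5% to 60.4%.

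Few probes can be named. Gapdh and Actb, used by the paper as controls of another assay, were measured on these arrays. Gapdh had log2 fold changes of -0.02, -0.02 and -0.06 in DMSO vs. LPS, DMSO vs. AdipoAI and LPS vs. AdipoAI+LPS (adjusted p = 0.904, 0.924 and 0.699 by limma). Actb rose by 0.51 with LPS (standard error 0.14, adjusted p = 0.0122 by limma), a call lost without LPS replicate 3. Tfrc, a member of a prepared list of endocytosis genes, rose by 0.56 with LPS and by 0.74 with AdipoAI (adjusted p = 0.0032 and 0.00239 by limma), while its change of 0.19 in LPS vs. AdipoAI+LPS did not pass (adjusted p = 0.295 by limma). Gusb, picked after its values were seen, fell with LPS, at -0.91, and was higher by 1.11 in LPS vs. AdipoAI+LPS (adjusted p = 2.87e-05 and 3.86e-05 by limma). Its rise of 0.39 in DMSO vs. AdipoAI (adjusted p = 0.0256 by limma) did not pass on its own 6 arrays, with the replicate number or the scan as a block, or without DMSO replicate 2, DMSO replicate 3 or AdipoAI replicate 3.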
